# ChIP-seq identifies *McSLC35E2* as a novel target gene of *Mc*Nrf2 in *Mytilus coruscus*, highlighting its role in the regulation of oxidative stress response in marine mollusks

**DOI:** 10.3389/fphys.2023.1282900

**Published:** 2023-10-06

**Authors:** Longmei Qiu, Xinglu Chen, Li Zhu, Ronghui Yao, Pengzhi Qi

**Keywords:** marine mussels, Nrf2, ChIP-seq, SLC35E2, oxidative stress

## Abstract

NF-E2-related factor 2 (Nrf2) plays a crucial role in the oxidative regulatory process, which could trigger hundreds of antioxidant elements to confront xenobiotics. In the previous study, we identified Nrf2 from the marine mussel *Mytilus coruscus*, and the findings demonstrated that *Mc*Nrf2 effectively protected the mussels against oxidative stress induced by benzopyrene (Bap). In order to delve deeper into the underlying mechanism, we utilized Chromatin Immunoprecipitation followed by sequencing (ChIP-seq) technology to systematically identify potential novel target genes of *Mc*Nrf2. A total of 3,465 potential target genes were screened, of which 219 owned binding sites located within the promoter region. During subsequent experimental verification, it was found that *Mc*SLC35E2, a candidate target gene of *Mc*Nrf2, exhibited negative regulation by *Mc*Nrf2, as confirmed through dual luciferase and qRT-PCR detection. Further, the enzyme activity tests demonstrated that *Mc*Nrf2 could counteract Bap induced oxidative stress by inhibiting *Mc*SLC35E2. The current study provides valuable insights into the application of ChIP-seq technology in the research of marine mollusks, advancing our understanding of the key role of Nrf2 in antioxidant defense mechanisms, and highlighting the significance of SLC35E2 in the highly sophisticated regulation of oxidative stress response in marine invertebrates.

## 1 Introduction

In recent years, the thick shell mussel *Mytilus coruscus* has gradually developed into a model organism for studying marine invertebrates responses to environmental changes, including natural influences such as temperature rise and acidification, as well as environmental pollution from organic and inorganic substances (Zhao et al., 2020; Dong et al., 2023; Wang et al., 2023). Our research focuses on the molecular-level responses of *M. coruscus* to polycyclic aromatic hydrocarbons (PAHs) pollution, particularly on its member benzo(a)pyrene (Bap). Bap has been proven to cause severe harm to marine organisms, including immune system disruption, metabolic inhibition, induction of mutagenic reactions, and tissue damage (Xiu et al., 2014; Kim et al., 2017). To adapt and resist stress, the cellular organisms activate a multi-layered defense system that is closely associated with various cellular processes, with transcription regulation being one of the most crucial components of this integrated system (Hirotsu et al., 2012). NF-E2-related factor 2 (Nrf2), identified as a fundamental leucine zipper nuclear transcription factor, holds a central position in cellular reactions to diverse environmental contaminants (Shaw et al., 2020). The primary function of Nrf2 involves overseeing the expression of numerous antioxidant genes, consequently enabling the activation of the Nrf2 signaling pathway to proficiently govern cellular antioxidant and detoxification reactions (Liu et al., 2021). Nrf2 is also believed to be involved in host defense during the antimicrobial immune response (Wang et al., 2021c). Furthermore, there is increasing evidence suggesting that Nrf2 exerts significant effects on lipid, carbohydrate, and amino acid metabolism (Hayes and Dinkova-Kostova, 2014). These characteristics contributes to its ability to efficiently coordinate different forms of stress responses (Zago et al., 2021). In our previous study, *Mc*Nrf2 was identified from *M*. *corus*cus, and the experimental results unequivocally demonstrated that *Mc*Nrf2 efficiently plays a pivotal role in protecting the mussels from oxidative stress induced by Bap (Qi and Tang, 2020). Thereafter, the transcriptional regulation mechanism of *Mc*Nrf2 against Bap oxidation is the focus of our next research.

Understanding transcriptional regulation is essential to comprehending the gene regulatory networks behind various cellular pathways and processes. Accurate mapping of transcription factor binding sites (TFBS) on a genome-wide scale can provide invaluable insights into gene regulation. Protein-DNA interactions are key to this mapping process and an extensive genome-wide map of interaction data is necessary to build meaningful models of TFBS (Farnham, 2009). Chromatin immunoprecipitation (ChIP) is a widely used technique to investigate the mechanisms of protein-DNA binding in living cells. This technique uses antibodies to isolate specific proteins or nucleosomes, thereby enriching for DNA fragments bound to them. ChIP is a powerful tool for probing protein-DNA interactions as it allows to accurately pinpoint gene regulatory regions and quantify their respective activities (Solomon et al., 1988). NGS (next-generation sequencing) has rapidly revolutionized the landscape of available genomic assays, transforming them into powerful and versatile tools (Shendure and Ji, 2008). Chromatin immunoprecipitation followed by sequencing (ChIP–seq) was one of the typical applications of NGS. In ChIP-seq, the DNA segments of interest are sequenced directly, rather than hybridized on an array, thus providing greater coverage, higher resolution, and greater dynamic range, ultimately producing better data (Park, 2009). Johnson et al. (2007) demonstrated that ChIP-seq could improves the sensitivity and specificity of genome-wide localization of transcription factor binding sites. Despite the extensive and mature application of ChIP-seq in higher organisms such as human beings, its application in lower eukaryotes is still very rare. Thus far, only a few research groups have made attempts to incorporate this technology into studies involving marine mollusks. Li et al. (2022) employed ChIP-seq to analyse the genes regulated by Heat shock transcription factor 1 (HSF1) in the Pacific oyster *Crassostrea gigas*, and found a number of Heat shock protein (HSP) genes bind to HSF1. This research unveiling the application of ChIP-seq technology in marine mollusks.

In the present study, we employed ChIP-seq assay to comprehensively screen for potential novel target genes of *Mc*Nrf2, followed by subsequent experimental validation. We revealed for the first time that solute carrier family 35 member E2 (SLC35E2) functions as a target gene for *Mc*Nrf2, which is demonstrated by the binding of *Mc*Nrf2 to the promoter region of *Mc*SLC35E2. Subsequent dual-luciferase and qRT-PCR assays further confirmed this fact. Further, the enzyme activity tests determined that *Mc*Nrf2 could target *Mc*SLC35E2 to antagonize Bap induced oxidative stress. The current study provides valuable insights into the application of ChIP-seq technology in the research of marine mollusks. Moreover, the research findings have advanced our understanding of the key role of Nrf2 in antioxidant defense mechanisms and highlights the significance of SLC35E2 in the highly sophisticated regulation of oxidative stress response in marine invertebrates.

## 2 Materials and methods

### 2.1 Experimental materials

A total of 200 healthy *M. coruscus* mussels were obtained from Donghe Market, Zhoushan City, Zhejiang Province. These mussels were acclimated in a tank at a temperature of 20°C for 1 week. The seawater used had a salinity of 30% ± 1% and a pH of 8.0 ± 0.3. The seawater was renewed every 2 days, and the mussels were fed with Spirulina powder on a daily basis.

### 2.2 ChIP sample preparation

The digestive gland cells of mussels were extracted and 20 mL formaldehyde fixative was added to make the final concentration 1%. After incubation at room temperature on a 100 × *g* for 10 min, the cells were added 10 mL of glycine termination solution with a 5 min centrifugation at 300 × *g*, 4°C. The cells were then washed twice with phosphate buffer containing 1 mM PMSF to remove any remaining formaldehyde. After washing, 1 mL of lysis buffer was added, lysed on ice for 30 min, followed by a cells collection by centrifugation at 5,000 × *g*, 4°C for 10 min. Next, 350 μL of pre-warmed digestion buffer was added, and the mixture was incubated at 37°C for 5 min. The cut chromatin was separated, and 10 μL of input DNA was labeled and kept as a control for ChIP samples. The ChIP reaction system was prepared and then incubated overnight at 4°C on a rotating shaker. Subsequently, the magnetic beads were washed, and the chromatin was eluted. Uncross linking and proteinase K treatment were performed afterward. Finally, the resulting DNA was purified, and the detailed steps were described in the Magnetic Chromatin Immunoprecipitation Kit (Active Motif, CA, United States).

### 2.3 Illumina sequencing

ChIP-seq libraries were generated following the Illumina ChIP-seq library construction protocol. The chip DNA was fragmented into fragments of approximately 200 bp in length. These DNA fragments then underwent end repair and A-tailing processes. Subsequently, adaptor ligation was performed to attach sequencing adaptors to the DNA fragments. To ensure high-quality libraries, the quality assessment of DNA library products was conducted using the Agilent 2200 TapeStation (Agilent Technologies, United States) and Qubit (Thermo Fisher Scientific, United States). Subsequently, the libraries were subjected to pair-end 150 bp sequencing on the Illumina platform (Illumina, NovaSeq 6000, United States) at Ribobio Co., Ltd. (Ribobio, China).

### 2.4 ChIP-seq data analyses

The raw fastq sequences were processed using Trimmomatic tools (v0.36) with the following options: TRAILING: 20, SLIDINGWINDOW: 4:15, MINLEN: 52. This process was performed to eliminate trailing sequences with a phred quality score below 20 and to obtain uniform sequence lengths for subsequent clustering procedures (Bolger et al., 2014). The genome alignment, based on the UCSC Genome Browser version, was conducted using bowtie2 (version: 2.5.1) to obtain unique mapping reads, aligning them to the *M. coruscus* genome (unpublished) (Langmead and Salzberg, 2012). Subsequently, MACS3 (version 3.0.0a7) was utilized for peak calling, with the corresponding input sample serving as the control for the analysis (Zhang et al., 2008). Then using Hommer (version:4.11.1) to annotate the peaks. The nucleotides in peaks region were used for detection of the consensus m6A motif by DREME (version: 5.5.1) and MEME (version: 5.5.1) (Heinz et al., 2010). Motif central enrichment was performed by CentriMo (version: 5.5.1) (Ma et al., 2014). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using KOBAS3.0/ the “clusterProfiler” package in R Bioconductor. The enriched results were restricted to KEGG pathway terms. The KEGG pathway terms with adjusted *p* < 0.05 were considered to be significant.

### 2.5 Validation of target genes by a dual luciferase assay

To validate the relationship between *Mc*Nrf2 with a candidate target gene *McSLC35E2*, dual luciferase assays were performed using the Dual-Glo^®^ Luciferase Assay System (Promega, Madison, WI, United States). The experimental procedure followed the instructions provided by the manufacturer. The ChIP-seq data revealed the enrichment of the potential binding site, i.e., the region of the SLC35E2 promoter where Nrf2 is capable of binding. The region approximately 1 kb upstream of the *SLC35E2* gene was cloned into the pGL3-control luciferase reporter plasmid. Additionally, the *Nrf2* fragment was cloned for insertion into the pcDNA3.1 plasmid. After cloning, the recombinant plasmids were transfected into the recipient cells, and subsequent extraction was carried out for sequencing verification. Plasmids that underwent successful sequencing were co-transfected into cells. Then, the activity of the reporter gene was assessed using the Dual-Luciferase Reporter Assay System. The fluorescence signals for both Firefly and Renilla luciferase were captured using the Varioskan Flash Multimode Reader from Thermo Fisher Scientific (Waltham, MA, United States). The recorded fluorescence values for each experimental group were then utilized to evaluate the regulatory effect of Nrf2.

### 2.6 Determination of expression patterns by qRT-PCR

After 1 week of individual domestication, SFN (Sulforaphane), ML385 (N-[4-[2,3-Dihydro-1-(2-methylbenzoyl)-1H-indol-5-yl]-5-methyl-2-thiazolyl]-1,3-benzodioxole-5-acetamide), and PBS were administered via injection. Digestive gland tissues of *M. coruscus* were collected at 24 h. Three individuals were selected from each group for sampling. Total RNA was extracted using the RNA extraction kit from Solarbio (Beijing, China), followed by a reverse transcription using cDNA synthesis kit (Solarbio, Beijing, China). The housekeeping gene β-actin was employed as a control gene in our study. The qRT-PCR was conducted utilizing the SYBR Green Real-Time PCR Mix (Takara, Nanjing, China) on a ABI 7500 Fast Real-Time PCR System (Applied Biosystems, Foster, CA, United States) and. Data analysis was carried out using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). The primers were listed in Supplementary Table S1.

### 2.7 ROS and T-AOC determination

The eukaryotic expression recombinant plasmids of *Mc*Nrf2 and *Mc*SLC35E2, which were prepared in our laboratory, were collected and their final concentration was diluted to 300 ng/μL. *M. coruscus* individuals (Net weight: 19.8 ± 0.3 g) were randomly divided into 5 groups, each consisting of 6 mussels. The adductor muscle of each mussel was injected with either 100 µL *Mc*Nrf2, *Mc*SLC35E2, or 200 µL of both *Mc*Nrf2 and *Mc*SLC35E2. After injection, the individuals were exposed to Bap separately. Subsequently, the reactive oxygen species (ROS) production and total antioxidant capacity (T-AOC) were detected by using kits (Jian cheng, Nanjing, China).

### 2.8 Statistical analysis

All data were analyzed using SPSS 27.0 software (IBM Corp., Armonk, NY, United States). The results were presented as mean ± SD. Before conducting statistical analysis, normality tests and tests for homogeneity of variances were performed. For comparing two sets of data, the *t*-test was utilized. Data with more than two sets were analyzed using one-way analysis of variance (ANOVA), followed by Tukey’s multiple range test for *post hoc* comparisons. Statistical significance was considered for probabilities of *p* < 0.05.

## 3 Results

### 3.1 ChIP-seq data analysis

The raw data has been uploaded to the GEO database with the accession number GSE242277. 

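ChIP-seq recovers the DNA fragments held by a protein with an antibody against that protein and sequences them, while the input is chromatin DNA sequenced without this selection. The data were 1 Nrf2 ChIP library and 1 input library from the digestive gland of *M. coruscus*. There were no replicates, so no value here has a replicate error and no difference between animals or conditions could be tested. Table 1 of the paper lists 2 lines per library with the same number of reads, 21.2 M raw reads in each line of the ChIP library and 20.9 M in each line of the input (M, 1000000), at 150 bases per raw read. After trimming, 20.4 M and 20.1 M were left in each line. The authors trimmed the reads with Trimmomatic 0.36, kept reads that Bowtie2 2.5.1 placed uniquely on an unpublished *M. coruscus* genome, and called peaks with MACS3 3.0.0a7 with the input as the control. Their deposited peak table gives for each peak its position, the pileup of ChIP fragments at the summit, the fold enrichment over the background that MACS3 takes from the input, −log10 of p and q, a region class, the distance from the summit to the transcription start site (TSS) of the nearest gene, and database matches of that gene. All folds, pileups and q values given here for single peaks are the authors' own. They were used to describe, rank, filter and compare peaks within this list, and to derive the background of each peak. The pileup ran from 8 to 1712 fragments with a median of 16, so most peaks rest on few fragments. Gene names are the best matches of each *Mytilus* gene in other species, and positions are 1-based on the authors' genome. From the table, peaks were counted by class, length, gene and gene list. Shares carry Wilson 95% confidence intervals, which cover counting error only.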

The raw data from the sample (Nrf2 chip) and control (Nrf2 input) groups were 5.96 billion bp and 5.75 billion bp, respectively. After removing low-quality bases or filtering for valid data (Table 1). The quality of the filtered data is high (Q > 30), and the majority of the data surpasses this threshold, indicating that the reads are of high quality. After quality control, 79.44% of the unique reads were localized to *M. coruscus* genome. 

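The 3 peaks with the highest fold enrichment among those with a Swiss-Prot or KEGG name lay kilobases away from the TSS of their nearest gene. The first was in an intron of a gene matching SENP1, a protease that removes SUMO from proteins (M.coruscus_chr4_0789, chromosome 4, 31643745 to 31645278), with a 33.9-fold enrichment. The second was intergenic, nearest to a gene matching the transmembrane protein TMEM184C (M.coruscus_chr4_0423), at 31.5-fold. The third was nearest to a gene matching the reverse transcriptase of the transposon X-element (M.coruscus_chr11_2487), at 29.0-fold. Peaks near genes matching KCTD1/15 (M.coruscus_chr12_0469), a neuronal acetylcholine receptor subunit (M.coruscus_chr8_0285) and the craniofacial development protein CFDP1 (M.coruscus_chr5_2637) followed at 19.3-fold, 19.2-fold and 19.1-fold. The CFDP1 name is from Swiss-Prot, and KEGG matches that gene to nucleolar GTP-binding protein 2. The median fold enrichment over all peaks was 4.63, with an interquartile range of 3.82 to 5.64. Peaks were found on all 14 chromosomes, from 143 on chromosome 14 to 412 on chromosome 1, and 7 lay on unplaced sequences. Counted up to the last peak of each chromosome, their density was lowest on chromosome 9 at 1.57 peaks per Mb and highest on chromosome 8 at 2.75 peaks per Mb. In all there were 3465 peaks with a mean length of 384 bp (SD 240 bp across peaks) and a median length of 311 bp (95% interval of the median 305 to 320 bp). The shortest peak was 191 bp long.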

The statistical analysis revealed a total of 3,465 peaks, with an average peak length of 383.88 bp and a median peak length of 311 bp. 

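The longest peak, at 3465 bp, was the intergenic one near the gene matching the transposon X-element reverse transcriptase (M.coruscus_chr11_2487), and the peak in the SENP1-like gene (M.coruscus_chr4_0789) was 1534 bp long. The peak upstream of *SLC35E2*, a member of solute carrier family 35, was close to the median length at 314 bp. By length, 1379 peaks had at least 200 and fewer than 300 bp, which is 39.8% of all peaks (95% interval 38.2% to 41.4%). A further 250 peaks were shorter than 200 bp, 708 peaks (20.4%, 19.1% to 21.8%) had from 300 to under 400 bp and 475 peaks (13.7%, 12.6% to 14.9%) from 400 to under 500 bp. Only 81 peaks (2.34%, 1.88% to 2.90%) reached 1000 bp. The median fold enrichment was 4.43 among peaks from 200 to under 300 bp and 6.85 among peaks of 1000 bp or more, and the median pileup was 14 and 43 fragments. Promoter regions took 7.54% of the peaks from 200 to under 300 bp, 6.11% from 400 to under 500 bp, 5.94% from 500 to under 1000 bp and 8.64% of the 81 longest, without a steady trend.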

The majority of peak lengths clustered around 200–300 bp (Figure 1). Annotation of 3,465 peaks was conducted to obtain comprehensive information about all the identified peaks in the genome (Supplementary Table S2). Among all the peaks, 7.24% are situated in the promoter transcription start site (TSS) regions (Figure 2). 

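The promoter peak with the highest fold lay 400 bp upstream of a gene matching ITFG3, a protein with integrin-type FG-GAP repeats (M.coruscus_chr10_0097, chromosome 10, 3825184 to 3825656), and had a 16.5-fold enrichment. The 3 promoter classes held similar numbers of peaks. The classes promoter(1k), promoter(2k) and promoter(3k), which reach 1, 2 and 3 kb upstream, held 84, 87 and 80 peaks. The promoter(1k) class also reaches up to 93 bp downstream of the TSS, so it is slightly wider than the others. No difference of these counts from equal shares was detected (Monte Carlo chi-square test with 100000 multinomial draws, p = 0.870). The first kilobase downstream of the TSS held 96 peaks and the kilobase from 4 to 3 kb upstream held 46. Together the promoter classes held 251 peaks, 7.24% of all peaks (95% interval 6.43% to 8.16%). Their median fold enrichment was 4.53, against 4.48 for the 1402 intergenic peaks, and this difference was within chance (2-sided permutation test across peaks, 100000 resamples, p = 0.944). The promoter share depended on the reach allowed: with the promoter(1k) class alone it was 2.42%.

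**Figure D1:**
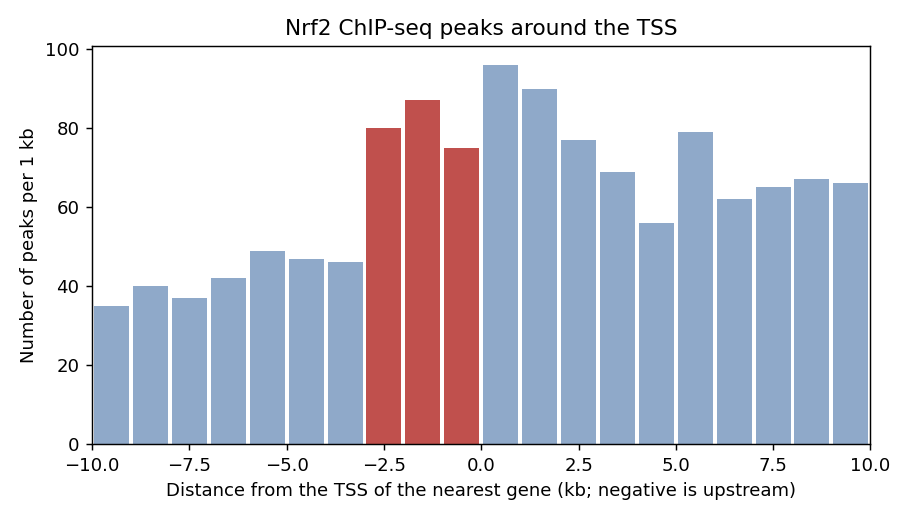
Number of Nrf2 ChIP-seq peaks per 1 kb against the distance of the summit from the TSS of the nearest gene in kb, with the 3 kb upstream in red. The bars of the 3 upstream kilobases reach 80, 87 and 75 peaks, and the bar just downstream of the TSS reaches 96.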

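Introns held 1556 peaks (44.9% of all peaks, 95% interval 43.3% to 46.6%) of 1201 genes, and intergenic regions held 1402 peaks (40.5%, 38.8% to 42.1%). Exons held 182 peaks (5.25%, 4.56% to 6.05%) and the downstream class 74 (2.14%, 1.70% to 2.67%). The genes with the most peaks, chosen here after their values were seen, often had them in 1 kind of region. A gene matching actin (M.coruscus_chr6_0614), the main protein of the thin cytoskeletal filaments, was nearest to 17 intergenic peaks between 27179808 and 27223806 on chromosome 6, with a median enrichment of 3.71-fold. A gene matching the beta subunit of the clathrin adaptor AP-2 (M.coruscus_chr7_2723) was nearest to 10 intergenic peaks with a median of 4.57-fold. Some such groups lay over high background: a gene matching the methyltransferase SETD8 (M.coruscus_chr12_1896) was nearest to 8 such intergenic peaks with a median of 3.12-fold. A gene matching hephaestin (M.coruscus_chr8_0185), a copper-dependent ferroxidase, was nearest to 7 intergenic peaks with a median of 5.26-fold, and the CFDP1-like gene (M.coruscus_chr5_2637) held 7 peaks in its introns with a median of 7.89-fold. The median enrichment over all intron peaks was 4.84-fold. Without the peaks over the highest background, the share in introns was 46.8% and that in intergenic regions 38.4%.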

The majority of peaks are located in intergenic regions and introns (Figure 2).

**TABLE 1:** Statistical summary of ChIP-seq raw data after filtration (average >Q30).

Samples	Raw reads	Raw bases	Clean reads	Clean bases	Clean Q30	Clean rate (%)
Nrf2 chip1	21,213,802	3,182,070,300	20,448,090	2,988,027,409	93.22	93.90
Nrf2 chip2	21,213,802	3,182,070,300	20,448,090	2,973,059,420	90.19	93.43
Nrf2 input1	20,892,596	3,133,889,400	20,056,089	2,883,119,713	93.32	92.00
Nrf2 input2	20,892,596	3,133,889,400	20,056,089	2,866,943,649	89.92	91.48

**FIGURE 1:**
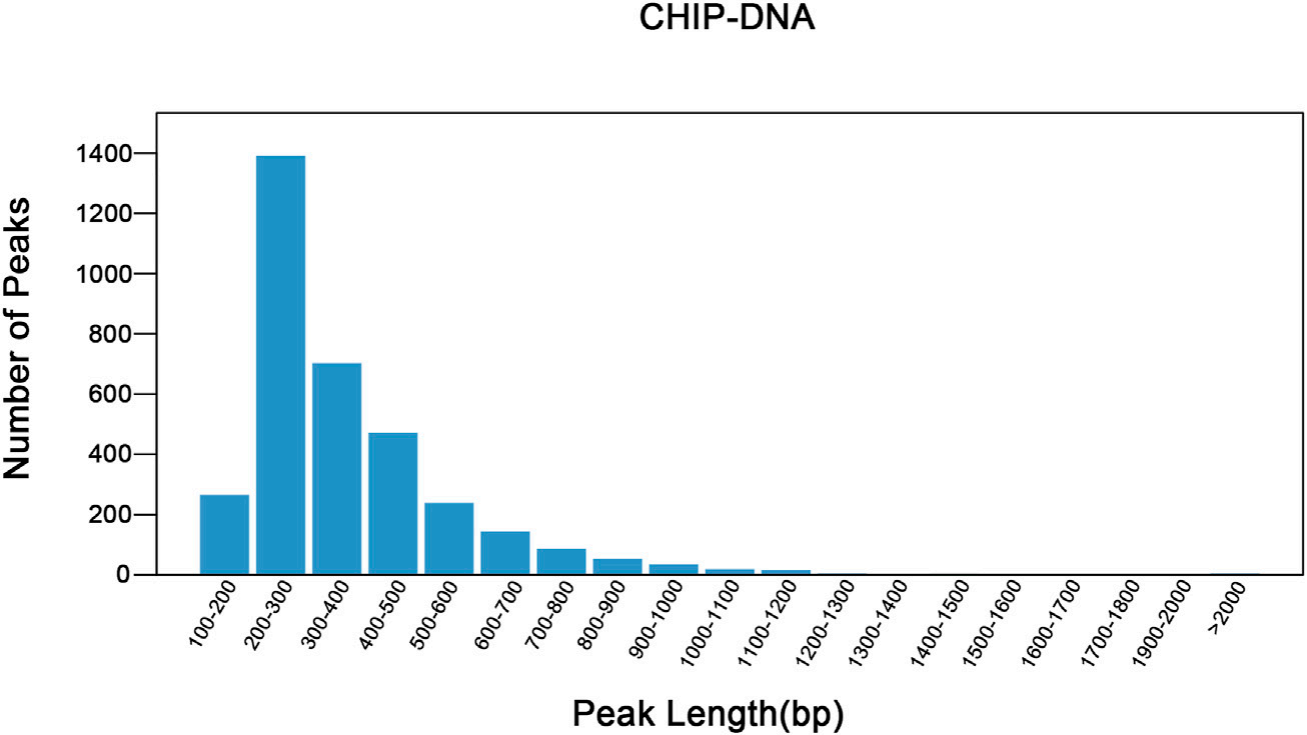
Peak length distribution. The abscissa shows the peak length and the ordinate shows the number of the peaks. The plot illustrates the distribution of peak lengths and provides insights into the frequency of peaks with different lengths in the dataset.

**FIGURE 2:**
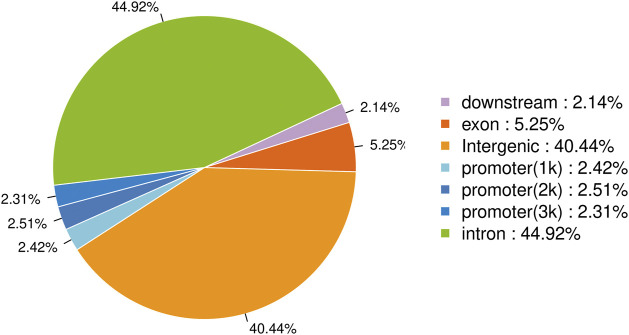
Distribution of peaks in genomic regions.

### 3.2 Annotation of genes identified by Nrf2 ChIP

To obtain a comprehensive set of Nrf2 binding sites, we performed ChIP-seq analysis using the digestive gland of *M. coruscus*. 

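Among genes of antioxidant defence, listed before the data were examined, most peaks lay in introns or between genes. The same held for all peaks, with 44.9% in introns and 40.5% in intergenic regions. A gene matching Cu-Zn superoxide dismutase (M.coruscus_chr9_0662), which converts superoxide to hydrogen peroxide, had 2 intron peaks of 4.41-fold and 4.09-fold. They lay 1180 and 717 bp downstream of its TSS. Another such gene (M.coruscus_chr2_1416) had 1 intron peak of 5.24-fold, 5553 bp downstream. A glutathione S-transferase-like gene annotated as S-crystallin (M.coruscus_chr12_0746) was nearest to an intergenic peak of 9.26-fold, the highest of the list, 50190 bp upstream of its TSS. A gene matching mitochondrial thioredoxin (M.coruscus_chr10_0476) had an intron peak of 4.91-fold, 557 bp downstream of its TSS. A gene matching glutathione peroxidase 3 (M.coruscus_chr12_0397) was nearest to 3 intergenic peaks of 2.51-fold to 3.73-fold, all over high background. The promoter classes reach at most 93 bp downstream of the TSS, so peaks further into a gene do not count as promoter peaks. The list matched 40 peaks of 25 genes, of which 3 lay in promoters (7.50%, 95% interval 2.58% to 19.9%, against 7.09% of the 2990 other peaks with a named gene, Fisher's exact test, p = 0.760, adjusted p = 1 over the 10 gene lists with peaks). These 3 belong to a carbohydrate sulfotransferase gene (M.coruscus_chr3_0605), whose product modifies sugar chains, and to a gene for assembly of respiratory complex I (M.coruscus_chr3_3174), which match the list by word only. Leaving out such sulfotransferases and ubiquinone oxidoreductases, a setting chosen after seeing the data, kept 28 peaks with 0 in promoters. That 0 holds by construction, since the setting removes the genes of all 3 promoter peaks. No peak had a nearest gene named as Nrf2, its repressor Keap1 or a small Maf partner, nor as the known Nrf2 targets *GCLC*, *NQO-1*, *HO-1* or *BCL-2*. The only glucuronosyltransferase was a proteoglycan enzyme, not a UGT. In all, 3081 peaks (88.9%, 95% interval 87.8% to 89.9%) had a nearest gene with a match in at least 1 of the 4 databases.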

In total, 3,465 peaks were identified as potential binding sites, and among them, 89.24% of the peaks were successfully annotated to the nearest gene. Out of all the peaks, 219 were localized within the promoter zone. 

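Solute carriers, the group to which *SLC35E2* belongs, had a larger share of their peaks in promoters than other named genes in the list as deposited, but this call depended on the settings. Of 67 peaks whose nearest gene was a solute carrier, 12 lay in promoters (17.9%, 95% interval 10.6% to 28.7%), against 6.85% of the 2963 other named peaks (Fisher's exact test, p = 0.00219, adjusted p = 0.0219 over 10 gene lists). They included genes matching the peptide transporter family member SLC15A5 (M.coruscus_chr5_2834, 1967 bp upstream, 9.81-fold), SLC22A15 (M.coruscus_chr10_0572, 1881 bp upstream, 6.85-fold) and the mitochondrial phosphate carrier SLC25A3 (M.coruscus_chr1_1272, 304 bp upstream, 4.36-fold). *SLC35E2*, which the study chose from these data, gave 2 of the 12. Without its peaks the share was 15.4% (Fisher's exact test, adjusted p = 0.199), and with 1 peak per gene it was 16.4% (Fisher's exact test, adjusted p = 0.150). The adjusted p, taken over the same 10 lists, was also above 0.05 with a −log10 q of at least 3 (17.6% against 6.61% of the others, Fisher's exact test, adjusted p = 0.0665), with at least 4-fold enrichment (15.0% against 6.66%, 0.254) and with the promoter(1k) class alone (4.48% against 2.19%, 0.753). It stayed below 0.05 without the peaks over the highest background (0.0214), with promoters set by distance (0.0164) and with Swiss-Prot names alone (0.00243). Of 63 peaks near genes of innate immune recognition, 9 lay in promoters (14.3%, Fisher's exact test, adjusted p = 0.204), among them 2 of a gene matching the NACHT domain protein NWD1 (M.coruscus_chr10_2505). Of 21 peaks near genes of heat shock proteins and chaperones, 3 lay in promoters (Fisher's exact test, adjusted p = 0.611), and none of the 13 peaks near genes named after cytochrome P450 did (adjusted p = 1). The other lists, ABC transporters, FoxO, mTOR and p53 components, peroxisome, apoptosis and mobile elements, held 1, 1, 0, 0 and 5 promoter peaks, each with an adjusted p of 1. The FoxO, mTOR and p53 list was matched by word and leaves out most promoter genes that the paper assigns to these pathways. The 5 promoter genes it assigns to FoxO alone had 8 promoter peaks, so the list does not describe those pathways. The 251 promoter peaks belonged to 226 genes. Of these genes, 204 had 1 promoter peak and 3 had 3, namely a gene matching the DNA damage kinase ATM (M.coruscus_chr9_0780), a gene matching a gypsy retrotransposon polyprotein (M.coruscus_chr8_2342) and an uncharacterized gene (M.coruscus_chr13_0436). The retrotransposon name is from Swiss-Prot, and KEGG gives an ephrin type-A receptor for that gene.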

Gene functions were established through the utilization of information sourced from diverse databases, notably Swiss-Prot, Interpro, TrEMBL, and KEGG databases. 

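Of the promoter peaks, 85.7% (95% interval 80.8% to 89.5%) had a nearest gene with a match in at least 1 of the 4 databases. Swiss-Prot named 53.4% of them (47.2% to 59.5%), KEGG 65.7% (59.7% to 71.3%), TrEMBL 84.9% (79.9% to 88.8%) and InterPro 60.6% (54.4% to 66.4%). Of all 3465 peaks, Swiss-Prot named the nearest gene of 64.6%, KEGG of 72.8%, TrEMBL of 86.9% and InterPro of 72.4%, and these differences were not tested. The *SLC35E2* gene had a Swiss-Prot match to the mouse protein and a KEGG match of the same name. The gene of the promoter peak with the highest fold had a rat ITFG3 match in Swiss-Prot, whereas the gene nearest to the peak with the highest fold of the whole list (M.coruscus_chr9_2173) had no match. The peaks had 2548 distinct nearest genes, of which 2251 had a match in at least 1 database, and 556 genes were nearest to more than 1 peak.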

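Among the phosphatidylinositol genes with peaks were kinases and phosphatases that act on inositol lipids and inositol phosphates, and calmodulins. A gene matching the phosphatase SAC1 (M.coruscus_chr5_2274) had 3 intron peaks, the highest of 9.67-fold, and a gene matching inositol hexakisphosphate kinase 1 (M.coruscus_chr1_0670) had an intron peak of 7.42-fold. A gene matching the lipid kinase PIKfyve (M.coruscus_chr7_0928) had a promoter peak 2205 bp upstream of its TSS with a 7.80-fold enrichment. The 15 genes that Supplementary Table S3 lists for this pathway had 26 peaks, 16 of them in introns and 1 in a promoter. For the cAMP signaling pathway, the copy of the table used here shows 18 whole gene identifiers of the 29 counted, and these genes had 27 peaks, 13 in introns, 13 intergenic and 0 in promoters. They included genes matching Ca2+/calmodulin-dependent kinase II (M.coruscus_chr10_0527, the highest fold of these 18 genes) and somatostatin receptor 2 (M.coruscus_chr10_2578, 7.55-fold). The 17 genes of the Peroxisome pathway had 23 peaks, 15 in introns, 7 intergenic and 0 in promoters. Among them were genes matching xanthine dehydrogenase (M.coruscus_chr3_0166, 9.27-fold), the peroxisomal transporter ABCD2 (M.coruscus_chr1_2785, 6.58-fold) and peroxisomal multifunctional enzyme type 2 (M.coruscus_chr8_0020, 6.05-fold). The paper's Supplementary Table S3 gives p values of 0.00165, 0.00295 and 0.0284 for the 3 pathways, with adjusted p values of 0.441, 0.441 and 0.999, from 496 genes with a pathway against a background of 5879. The enrichment itself was not recomputed, since the background gene set was not used here.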

A KEGG enrichment analysis was conducted on a total of 3,465 screened peaks, revealing significant signaling pathways linked to Nrf2 target genes, which included Phosphatidylinositol signaling system (map04070), cAMP signaling pathway (map04024), and Peroxisome (map04146) (Figure 3A). 

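The promoter genes assigned to the FoxO pathway were kinases and a methyltransferase. A pair of genes on chromosome 9 both match ATM, the kinase that responds to DNA double-strand breaks: M.coruscus_chr9_0782 had promoter peaks 893 and 2907 bp upstream of 4.84-fold and 7.26-fold, and M.coruscus_chr9_0780 had 3 promoter peaks of 4.03-fold to 6.05-fold. A gene matching the kinase SGK3 (M.coruscus_chr1_1472) had a peak 2429 bp upstream of 6.05-fold. Genes matching the arginine methyltransferase PRMT1 (M.coruscus_chr6_0085) and the testis-specific kinase TSSK3 (M.coruscus_chr1_0838) had promoter peaks 2194 and 1801 bp upstream, of 3.12-fold and 3.27-fold. The mTOR genes were the SGK3-like and TSSK3-like genes and a gene matching the amino acid transporter LAT1 (M.coruscus_chr4_0370), with peaks 749 and 1424 bp upstream of 3.96-fold and 3.84-fold. The 2 genes of the p53 pathway were the ATM-like genes that also count for FoxO. Of the 10 peaks of the 5 FoxO genes, 8 lay in promoters. These genes were listed for having a promoter peak, so this count shows no preference for promoters. All 37 promoter genes that appear in a pathway in Supplementary Table S3 had a promoter peak in the deposited table. In that table the paper gives 5 of 37 genes for FoxO, with p = 0.000161 and an adjusted p of 0.0174, 3 genes for mTOR, with p = 0.0291 and an adjusted p of 0.441, and 2 genes for p53, with p = 0.0480 and an adjusted p of 0.441. Of the 107 pathways it lists for promoter peaks, 1 has an adjusted p under 0.05.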

The analysis of enrichment for 219 peaks within the promoter region yielded the subsequent pathways: FoxO signaling pathway (map04068), mTOR signaling pathway (map04150), and p53 signaling pathway (map04115) (Figure 3B). Binding sites located in promoter regions (1K) are likely to be highly regulated by Nrf2. 

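The 84 peaks of the promoter(1k) class belonged to 83 genes and had a median enrichment of 4.43-fold. Those with the highest enrichment among genes with a Swiss-Prot or KEGG name are of mixed function. After the ITFG3-like gene and *SLC35E2* came genes matching the hydrolase CMBL (M.coruscus_chr12_1940, 832 bp upstream, 7.69-fold), a gypsy retrotransposon polyprotein (M.coruscus_chr8_2342, 469 bp upstream, 7.45-fold) and the reverse transcriptase of the transposon BS (M.coruscus_chr5_2362, 963 bp upstream, 7.41-fold). These transposon names come from Swiss-Prot, whereas KEGG matches the same genes to an ephrin type-A receptor and to DNAJC13. Next were genes matching carbohydrate sulfotransferase 9 (M.coruscus_chr3_0605, 820 bp upstream, 6.57-fold), the endocytosis protein FCHO2 (M.coruscus_chr1_3635, 822 bp upstream, 6.12-fold) and NFIL3, a bZIP transcription factor (M.coruscus_chr1_0056, 810 bp upstream, 6.05-fold). A gene matching the centrosomal protein CEP63 (M.coruscus_chr3_2292, 492 bp upstream, 5.64-fold) was the last of the 10 highest, not all of which are named here. The pileups of the 10 peaks ran from 13 to 74 fragments. None of the 10 is a gene of the antioxidant list apart from the carbohydrate sulfotransferase.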

We conducted a screening of our Nrf2 target gene of interest, *SLC35E2*, for which the regulatory relationship with Nrf2 has not been previously mentioned. *SLC35E2* annotated to *M. coruscus* chromosome 13 and there was a clear peak of enrichment for *SLC35E2* compared to the input group (Figure 4).

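*SLC35E2* (M.coruscus_chr13_0083) had 2 peaks upstream of its TSS. The nearer one, in the promoter(1k) class, ran from 3686804 to 3687117 on chromosome 13 with its summit at 3686933, 517 bp upstream of the TSS. At the summit 45 ChIP fragments were piled up, with an 8.44-fold enrichment over the input background and a −log10 p of 29.8. The other one, in the promoter(2k) class, ran from 3687424 to 3687794 with its summit 1332 bp upstream, a pileup of 21 fragments, a 4.83-fold enrichment and a −log10 q of 6.51. A gap of 306 bp separates them. Both summits and their distances place the TSS at 3686416, so that the gene lies on the side of lower coordinates. By fold enrichment, the nearer peak ranked 4 of the 84 promoter(1k) peaks, 11 of the 251 promoter peaks and 173 of all 3465 peaks. The other ranked 107 among the promoter peaks, close to their median. These ranks compare peaks of 1 ChIP library, and no replicate shows how far the fold would vary. The paper reports a clear peak over the input for *SLC35E2* and treats the gene as a candidate target of Nrf2. It describes the gene's link to Nrf2 as not reported before, and goes on to test the promoter in a reporter assay.

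**Figure D2:**
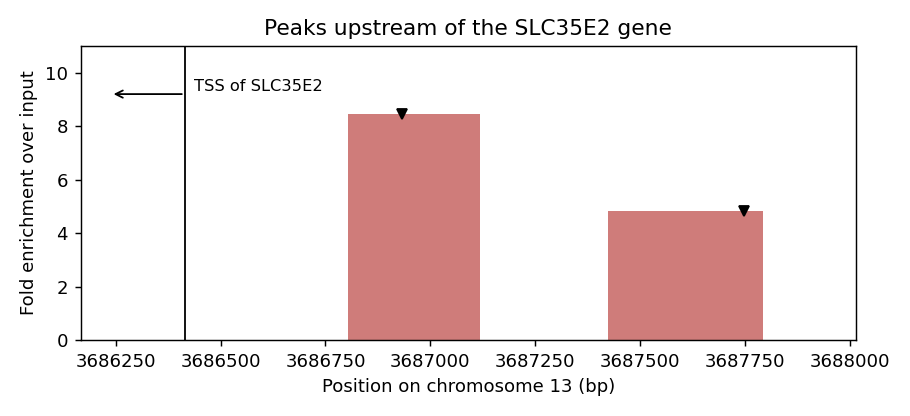
Peaks upstream of *SLC35E2* on chromosome 13 (x axis, position in bp; bar height, fold enrichment over input; triangles, summits; vertical line, TSS; arrow, direction of the gene). The nearer peak reaches 8.44-fold and the other 4.83-fold.

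**Figure D3:**
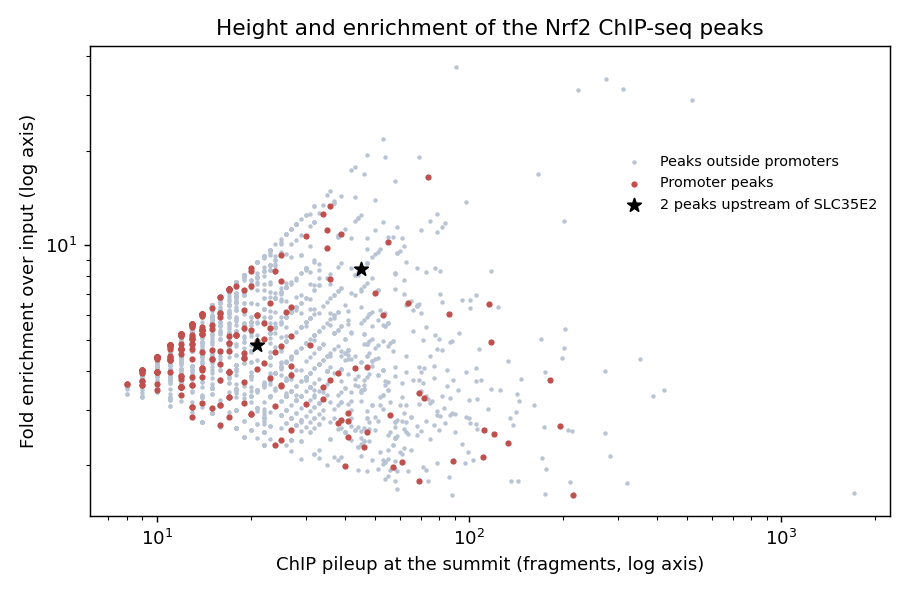
Fold enrichment against ChIP pileup at the summit for all 3465 peaks, both on log axes, with promoter peaks in red and the 2 peaks upstream of *SLC35E2* as stars. The nearer *SLC35E2* peak, at 45 fragments and 8.44-fold, lies above most promoter peaks, and the other lies among them.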

**FIGURE 3:**
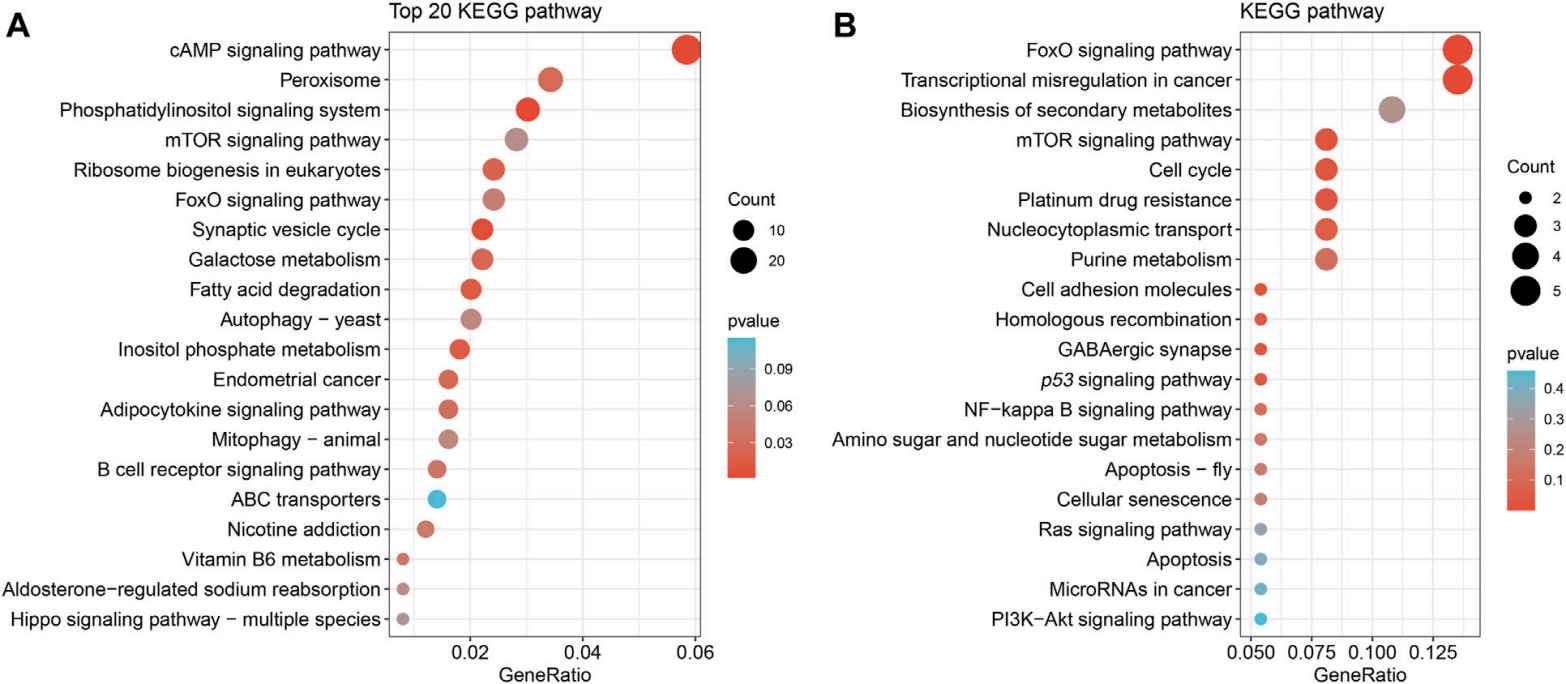
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. **(A)** A total of 3,465 peak KEGG enrichment analyses unveiled signaling pathways. **(B)** The analysis of 219 peak KEGG enrichment, situated within the promoter region, unveiled signaling pathways.

**FIGURE 4:**
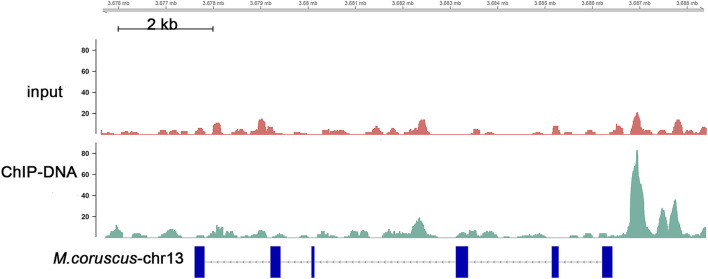
Distribution of SLC35E2 in the genome situation. Each data point or peak on the plot represents the localization of SLC35E2 within the genome. The *x*-axis represents the genomic coordinates, and the *y*-axis shows the intensity or frequency of SLC35E2 at each location.

### 3.3 Nrf2-specific binding sites

Transcription factors’ DNA binding sites often exist as conserved short sequence fragments. Therefore, motif analysis of the ChIP-seq results aids in analyzing the recognition pattern of transcription factors on DNA sequences. Predictions were screened to assess the potential binding of Nrf2 to the identified motif (Table 2).

**TABLE 2:** CentriMo enrichment motif for *de novo* results.

Rank	Motif	E-value
1	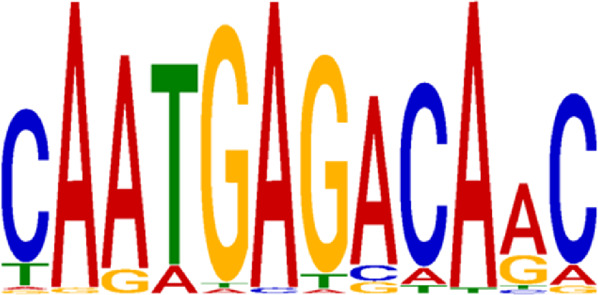	9.30E-03
2	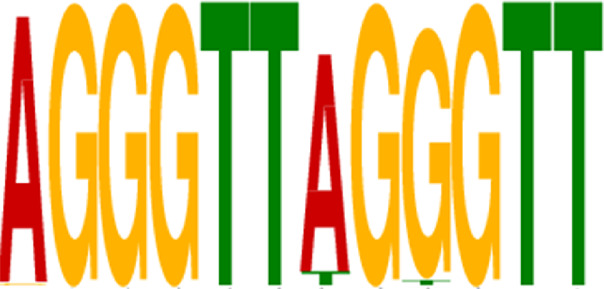	4.20E-55
3	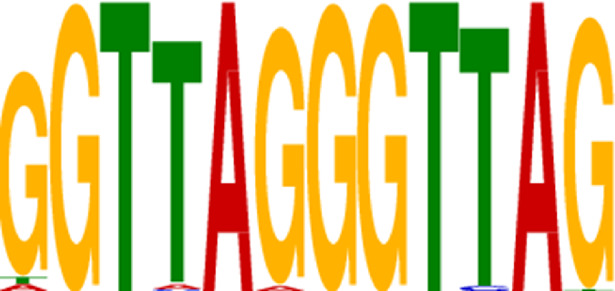	3.30E-61

### 3.4 Expression patterns and regulatory relationships of target genes

To validate the targeting relationship between SLC35E2 and Nrf2, a dual luciferase assay was employed. The activity of Firefly luciferase was divided by the activity of Renilla luciferase to assess the regulatory effect of SLC35E2 and the role of the transcription factor Nrf2 on SLC35E2. The highest luciferase activity was observed for pcDNA3.1+SLC35E2, whereas Nrf2+SLC35E2 luciferase activity was lower (*p* < 0.05) (Figure 5A). This indicates that the presence of Nrf2 leads to a reduction in the expression of SLC35E2. To explore the regulatory relationship between Nrf2 and SLC35E2, we utilized the Nrf2 agonist SFN and the Nrf2 inhibitor ML385. In comparison to the control group, the expression of *Nrf2* increased following SFN treatment, while the expression of *SLC35E2* decreased significantly (*p* < 0.05) (Figure 5B). In contrast, *Nrf2* expression was reduced, and *SLC35E2* expression significantly increased after ML385 treatment (*p* < 0.05) (Figure 5B).

**FIGURE 5:**
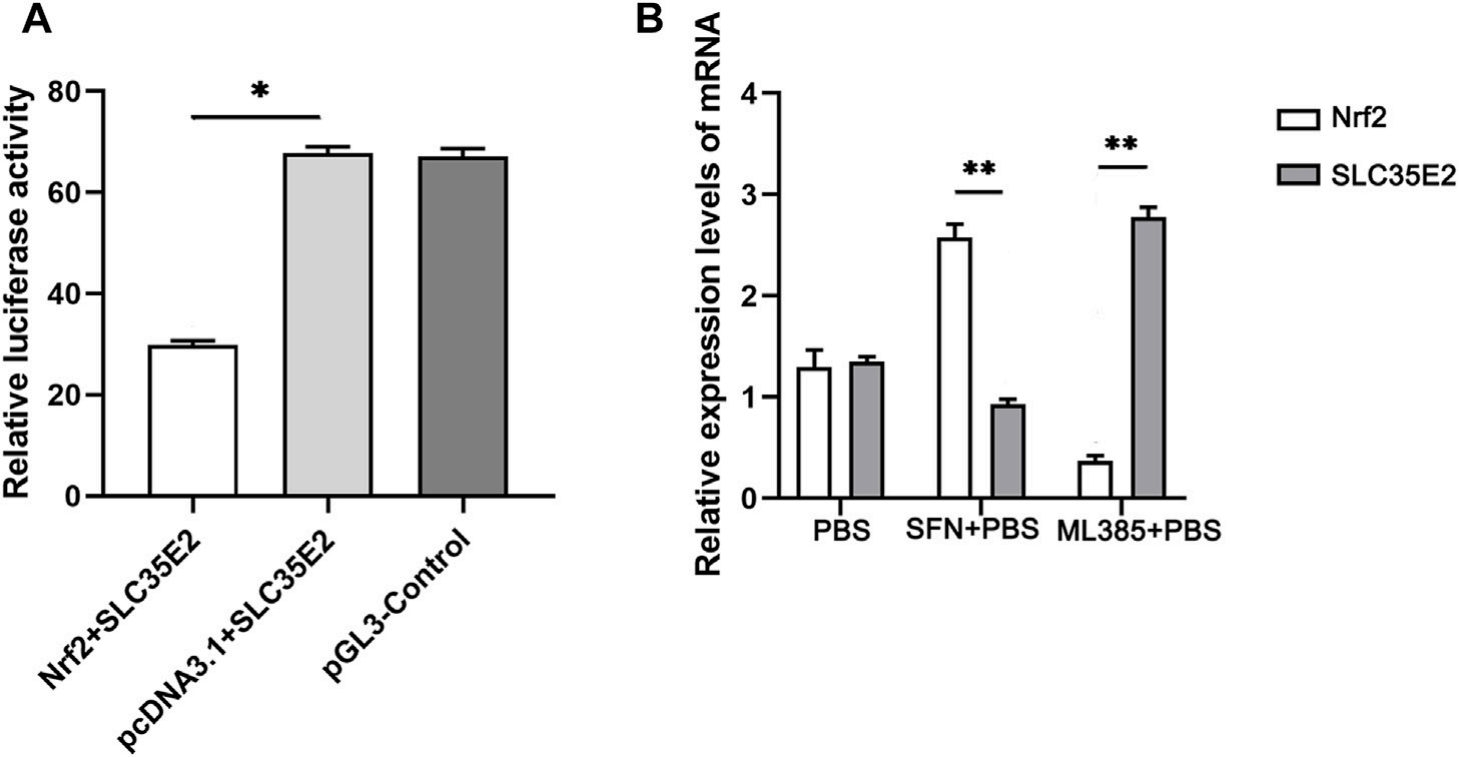
Verification of regulatory relationship between Nrf2 and SLC35E2. **(A)** The relative activity of luciferase. The control group was pGL3-control plasmid. The vertical bars represent the mean ± standard deviation (SD) (*n* = 3); *p < 0.05 **(B)** Expression levels of Nrf2 and SLC35E2 genes after SFN and ML385 treatment. The vertical bars represent the mean ± SD (*n* = 3). **p < 0.01.

### 3.5 Nrf2 target genes and oxidative stress regulation

*Mc*Nrf2 and *Mc*SLC35E2 plasmids showed differences in ROS levels after injection and Bap exposure. As depicted in Figure 6A, the level of ROS was higher in the presence of Bap compared to the control group (NC) (*p* < 0.05). However, when Bap was exposed and Nrf2 was overexpressed, the level of ROS was reduced (*p* < 0.05). On the other hand, elevating the level of SLC35E2 was associated with increased ROS levels (*p* < 0.05). Nevertheless, when both Nrf2 and SLC35E2 were overexpressed, the level of ROS was lower than when only SLC35E2 was overexpressed (*p* < 0.05). After injection, there was a notable difference in T-AOC levels in the digestive gland, as depicted in Figure 6B. T-AOC was elevated after exposure to Bap and Nrf2 overexpression in comparison to the NC group (*p* < 0.05). Moreover, T-AOC was decreased in the SLC35E2 overexpression group compared to the Nrf2 overexpression group (*p* < 0.05). However, when both Nrf2 and SLC35E2 were overexpressed, T-AOC levels were elevated compared to SLC35E2 overexpression (*p* < 0.05).

**FIGURE 6:**
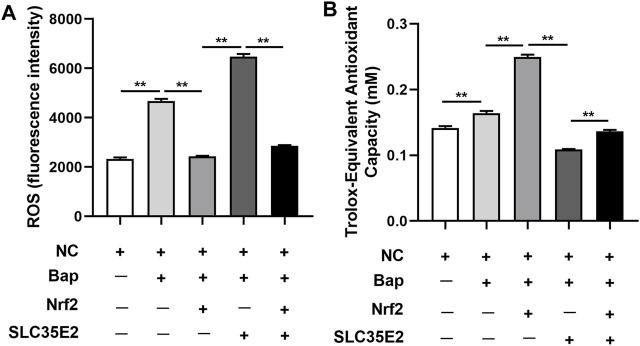
Nrf2 targeting SLC35E2 is involved in the antioxidant effect of Bap exposure. **(A)** ROS levels detected. **(B)** T-AOS levels detected. The vertical bars represent the mean ± SD (*n* = 3). **p < 0.01.

## 4 Discussion

ChIP-seq is an exceptionally powerful technique for identifying specific transcription factor binding sites (Bansal et al., 2015). Its applications have been expanding rapidly, with recent studies successfully implementing this method in different species. Regrettably, the application of this technology to marine mollusks is still in its infancy. Liu et al. (2020) successfully established the ChIP-seq method in *Crassostrea gigas*. To our knowledge, this is the first application of this technology in marine mollusks. In this study, the researchers employed ChIP-seq technique to scan genes regulated by HSF1. The sequencing yielded a set of unique reads, with a 34.2% match rate to the *C. gigas* genome. Ultimately, a total of 916 peaks corresponding to HSF1 binding sites were identified, of which 6% were located in the TSS region, and a subset of HSP genes displayed a direct binding to HSF1. In the present study, unique reads showed a higher genome matching degree (79.44%), indicating high sequencing quality. Statistical analysis revealed a total of 3,465 peaks corresponding to Nrf2 binding sites, 7.24% of which were located at TSS region, and most of the peaks were located at intergenic regions and introns. Our results aligned with the results of a prior investigation, that Nrf2-ChIP-seq data from A549 cells also revealed an approximately 7% gene binding sites on the TSS promoter (Namani et al., 2019). This consistency between our data and the previous study reinforced the reliability and validity of the present findings.

The KEGG analysis of peaks showed a predominant enrichment in the FoxO, mTOR, and p53 signaling pathway. The FoxO signaling pathway has been found to be involved in various aspects, including lifespan regulation, growth and development, as well as resistance to starvation and environmental stressors (Xiao et al., 2018; Wang et al., 2021a; Chen et al., 2023). Considering that Nrf2 acts as a crucial trigger for the body’s antioxidant defense mechanisms, the significant association between *Mc*Nrf2 and FoxO implies that when *M. coruscus* mussels face oxidative stress, the activation of the FoxO pathway regulates growth and development, ultimately ensuring the maintenance of normal life activities. In shellfish, the mTOR signaling pathway also acts as a key player, orchestrating crucial processes such as enhanced lysosomal membrane permeability and the initiation of autophagy (Sforzini et al., 2018). This pathway is constantly vigilant and responds to changing environmental conditions, shaping shellfish cell metabolism and growth strategies accordingly. It is widely believed that invertebrates in marine environments encounter various stressors, including pollutants, low oxygen, and pathogens. Studies have shown that the p53 pathway promotes stress response and cell apoptosis in bivalve cells under various stressors (Xie et al., 2022). Nrf2-targeted genes were highly enriched in the mTOR and p53 pathways, indicating that Nrf2 indeed plays an important role in bivalve’s physiological responses to stressors, which may be associated with immune response, cell cycle regulation, cell apoptosis, and other processes.

Shin et al. (2013) investigated the functional roles of Nrf2 target genes including glutamate cysteine ligase (*GCLC*), *NAD*(*P*)*H*, quinone oxidoreductase 1 (*NQO-1*), UDP-glucuronosyltransferase (*UGT*), and hemeoxygenase-1 (*HO-1*), in hepatic pathophysiology. They found that these genes play complex and multifaceted roles in liver inflammation, fibrosis, and hepatocarcinogenesis. Nrf2 plays a positive role in the equilibrium state, however, the imbalance of Nrf2 and its target gene expression will inflict severe damage upon the organism. Kong et al. (2021) found that sustained high expression of Nrf2 and its target genes, *NQO1* and B-cell lymphoma-2 (*BCL-2*), induced dysplasia of cell proliferation and apoptosis, and were associated with malignant transformation of human bronchial epithelial cells induced by arsenite. Indeed, the most important role of Nrf2 target genes lies in their contribution to the antioxidant defense system and their ability to mitigate oxidative damage. Nrf2 target genes ensure cell integrity and overall health in the face of oxidative challenges by upregulating antioxidant enzymes and detoxifying proteins (Wang et al., 2021b). Unfortunately, studies of Nrf2 and its target genes have been more extensive in humans and mammals, but there has been very limited reporting in aquatic organisms, especially bivalve mollusks.

In the present study, ChIP-seq scanned a total of 219 candidate target genes of *Mc*Nrf2 with binding sites located within the promoter region, and the enriched peaks corresponding to the putative binding sites of *SLC35E2* and Nrf2 were identified by comparing the sequence reads with and without Nrf2 antibody treatment. Laboratory experiments including the dual luciferase and qRT-PCR assays were employed to verify the *in silico* prediction. Dual luciferase assay showed that compared with *Mc*SLC35E2 alone, the luciferase activity in the Nrf2 supplemental group was lower, indicating that *Mc*Nrf2 could target *Mc*SLC35E2 and was negatively correlated. The qRT-PCR further confirmed this fact, that the transcriptional expression of *McSLC35E2* was activated by Nrf2 inhibitor ML385 while inhibited by Nrf2 agonist SFN. These results suggested that *Mc*Nrf2 may be involved in the regulation of physiological processes in *M. coruscus* mussels by inhibiting *Mc*SLC35E2.

Members of the SLC family play a crucial role in human physiology as transporters that facilitate the transportation of hydrophilic compounds into and out of cells and subcellular organelles. For instance, SLC30 and SLC39 transport zinc, SLC11 and SLC40 transport iron, and SLC19 transport folic acid and thiamine (Lin et al., 2015). In addition, several SLC35 transporter proteins, including the SLC35E2 subfamily, are considered orphan SLC35 transporter proteins due to their unclear physiological functions and substrate specificity (Parker and Newstead, 2019). However, recent studies have revealed that these orphan transporters may not be directly involved in glycosylation processes (Li et al., 2022). Similarly, Sosicka et al. (2019) provided support for the notion that the SLC35 protein family may have diverse roles beyond glycosylation. For example, SLC35D3 enhances the formation of protein complexes associated with autophagy (Meng et al., 2012), while SLC35A4 plays a critical role in subcellular distribution (Sosicka et al., 2017). Additionally, SLC35F2 has been found to promote the progression of papillary thyroid carcinoma (He et al., 2018). As for SLC35E2, the oncogenic effect was confirmed *in vivo* using a mouse tumor model (Li et al., 2022). In addition, the scRNA-seq technique has proved that SLC35E2 mutations are associated with human disease variants (Cuomo et al., 2022). In summary, the SLC family plays a multifunctional role in various physiological activities. Regrettably, limited research has been conducted on SLC35E2. In order to investigate the involvement of *Mc*Nrf2 in Bap-induced antioxidant effects through its targeting of *Mc*SLC35E2, enzyme activities were determined in the digestive glands injected with the recombinant plasmids of *Mc*Nrf2 and *Mc*SLC35E2 under or non-Bap.

Bap, being one of the most toxic types of PAHs, has been extensively characterized toxicologically (Bieser et al., 2011). The detoxification process of PAHs can generate numerous active intermediates and ROS substances, which can interfere with the normal physiological functions of shellfish (Liu et al., 2014). At this stage, the Nrf2 pathway is activated, which further triggers the expression of a series of antioxidant enzyme genes, resulting in the increase of T-AOC in the body. This elevation of T-AOC helps to reduce ROS production and oxidative stress (Ma and He, 2012; Cheng et al., 2022). Consistent with this, ROS production and T-AOC levels in the digestive glands of *M. coruscus* exposed to Bap were significantly increased in the present study compared with the NC group, indicating that the Bap burst caused severe oxidative stress to the mussels. Overexpression of *Mc*Nrf2 leads to a significant reduction in ROS production, on the contrary, a significant increase in T-AOC levels is observed. Similar results were found in zebrafish studies, where Shi and Zhou (2010) demonstrated that zebrafish embryos exposed to POPs exhibited elevated ROS production and increased oxidative stress, whereas ROS levels decreased when Nrf2 was upregulated. It was worth noting that when *Mc*SLC35E2 is overexpressed, ROS production is significantly increased and T-AOC is significantly decreased. This result demonstrated that *Mc*SLC35E2 may exacerbate oxidative damage, leading to increased oxidative stress in mussels. However, when *Mc*Nrf2 and *Mc*SLC35E2 were both overexpressed, the situation is exactly the opposite, suggesting that this two had antagonistic effects on the oxidative stress induced by Bap in mussels.

## 5 Conclusion

In this study, ChIP-seq technique was employed to identify new target genes of *Mc*Nrf2 in *M. coruscus*. After comprehensive genome-wide survey, 3,465 candidate target genes of *Mc*Nrf2 were scanned, of which 219 owned binding sites located within the promoter region. Following, a typical target gene termed *McSLC35E2* was selected to perform the experimental verification. Specifically, the targeting of *Mc*Nrf2 to *Mc*SLC35E2 was successfully verified using both dual luciferase and qRT-PCR assay. In order to investigate the involvement of *Mc*Nrf2 in Bap-induced antioxidant effects through its targeting of *Mc*SLC35E2, enzyme activities were determined in the digestive glands injected with the recombinant plasmids of *Mc*Nrf2 and *Mc*SLC35E2 under or non-Bap. The results revealed that *Mc*Nrf2 could participate in the anti-Bap oxidative stress process by inhibiting *Mc*SLC35E2. Overall, these findings lay the groundwork for applying ChIP-seq technology in mollusks, opening up new avenues for understanding the function of Nrf2 in the antioxidant defense system of marine mollusks. The study contributes valuable knowledge that may have implications for future research on environmental responses and stress adaptation in mollusks.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

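Chromatin from the digestive gland of *M. coruscus* was measured by ChIP-seq in 1 Nrf2 ChIP library and 1 input library. The sample titles tell ChIP from input, the paper names Nrf2 as the target, and no sample was left unassigned. The authors trimmed reads with Trimmomatic 0.36, checked them with FastQC, aligned them with Bowtie2 2.5.1 and called peaks with MACS3 3.0.0a7, as named in the submitters' processing notes and the paper's methods. Duplicate handling and the q threshold of the peak calling are not given in the sources used here. The lowest −log10 q in the table deposited by the authors was 1.32, which is a q just under 0.05.

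In the authors' deposited peak table, the signal is the pileup of ChIP fragments at each summit, the fold enrichment is the ratio of that pileup to the local background that MACS3 takes from the input, and p and q are given as −log10 values. Peak positions, lengths and distances to the TSS are in bp. Peak length equals end minus start plus 1 in every row, so positions were read as 1-based. The authors called the peaks on the single ChIP library against the single input. Each peak's class (promoter(1k), promoter(2k), promoter(3k), exon, intron, downstream or intergenic), nearest gene and database matches are the authors' annotation. The promoter(1k) class reaches up to 93 bp downstream of the TSS in the table. The reference gene table at hand belongs to another assembly, whose identifiers do not match those of the peak table, so it was not used, and no genome sequence was used.

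From the table, peaks were counted by class, length, chromosome, nearest gene and gene list. A peak was counted as annotated when its nearest gene had a match in at least 1 of 4 databases. Gene lists were matched as words in the Swiss-Prot, KEGG and TrEMBL names, which are matches in other species. The 11 lists cover antioxidant and detoxification families, Nrf2 regulators, solute carriers, ABC transporters, cytochrome P450, components of the FoxO, mTOR and p53 pathways, the peroxisome, apoptosis, heat shock proteins, immune recognition and mobile elements. The list of Nrf2 regulators matched 0 peaks, so 10 lists were tested. Some matches by word are not members by function. The antioxidant list includes carbohydrate sulfotransferases and ubiquinone oxidoreductases, and the peroxisome list includes the X-element-like gene M.coruscus_chr11_2487. The FoxO, mTOR and p53 list includes cyclin-G-associated kinase and leaves out most promoter genes that the paper assigns to these pathways.

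Genes were named by a rule set before the data were examined, apart from the first rows of Supplementary Table S2 and the *SLC35E2* row, which had been seen in the paper's supplement. The rule took every gene the paper names for these data or as a known Nrf2 target, the 10 promoter(1k) peaks and the 10 peaks of any region with the highest fold enrichment among those with a Swiss-Prot or KEGG name, up to 4 leading members of each list, and the promoter genes of the FoxO, mTOR and p53 pathways in Supplementary Table S3. Not every gene the rule selects is named in the text. Other named genes were chosen after their values were seen.

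Shares carry Wilson 95% intervals, and the interval of the median length comes from order statistics. Fold enrichments of promoter and intergenic peaks, and of peaks near mobile element genes and other named peaks, were compared with 2-sided permutation tests of the difference in medians (100000 resamples). The promoter classes were compared with equal shares by a Monte Carlo chi-square test (100000 draws). Promoter shares of gene lists were compared with those of the other named peaks by 2-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the lists. These tests treat peaks as units, neighbouring peaks are not independent, and they describe this pair of libraries only. The permutation test was tried on simulated data with the sizes of the promoter and intergenic groups, independent peaks and fewer resamples. At p under 0.05 it called 4.5% of 200 draws without a difference and 100% of draws with a 1.25-fold shift. The sizes of the mobile element comparison were not simulated. The Fisher test for a list of 40 peaks called 2.5% of draws without a difference. It called 98% of draws with a true promoter share of 30%. The work used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

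Alternatives set before the data were examined were a −log10 q of at least 3, a fold enrichment of at least 4, leaving out the tenth of peaks with the highest background, 1 peak per nearest gene, the promoter(1k) class alone, a distance to the TSS of 3000 to 0 bp upstream whatever the class, and fewer databases for annotation and names. Background was computed as (pileup + 1) / fold enrichment, which is the input background plus 1. The KEGG tables of the paper were used for their gene identifiers and p values, and Supplementary Table S2, of which only the first part is in the copy used here, was not used for any count. The dual luciferase, qRT-PCR, ROS and T-AOC experiments have no sequencing files and received no passage beside their sentences.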

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

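The 6 peaks with more than 20-fold enrichment lie outside the genes the paper discusses, and they stand out by the highest fold enrichments of the list, though not all of them by pileup or q. The tests of their background were chosen after the fold values were seen.

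The highest fold, 36.8, and the lowest of the 6, 21.8, belong to neighbouring intergenic peaks on chromosome 9, both nearest to M.coruscus_chr9_2173, a gene without a match in the 4 databases. The other 4 are the intron peak of the SENP1-like gene M.coruscus_chr4_0789 (33.9-fold) and the intergenic peaks near the TMEM184C-like gene M.coruscus_chr4_0423 (31.5-fold), the uncharacterized gene M.coruscus_chr9_0967 (31.1-fold) and the X-element-like gene M.coruscus_chr11_2487 (29.0-fold).

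A fold can be high because little input DNA was read at the place, so that MACS3 falls back on the genome-wide background. All background values given here and below are (pileup + 1) / fold enrichment, which is the input background plus 1. For the pair near M.coruscus_chr9_2173 the higher of the 2 background values is 2.50 and the lowest of all peaks is 2.48, so the background is close to the floor. That alone does not make their folds high: 24.8% of all peaks have a background below 2.50, and over the median background of 3.26 the pair would still have 28.2-fold and 16.6-fold. How much of the fold a lack of input adds stays open. For the other 4 peaks the explanation fails, since their lowest background is 7.23, above that median. These 4 have both a high ChIP pileup, from 224 to 519 fragments, and more input than most peaks. Such regions could also hold sequence present in more copies than the assembly shows, or sequence that the antibody preparation enriches without Nrf2, and the 1 ChIP library has no control antibody to tell these from binding by Nrf2. No biological explanation was tested, because the design has no other condition to compare.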

How the results depend on the processing

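The alternatives were set before the data were examined, except the last ones named here. Of 84 recomputed values, 50 kept their direction and side of the threshold, stayed within their 95% interval or, for counts, within 1.5 times; 10 changed direction, 19 moved further and 5 lost their call. The promoter share of all peaks stayed between 6.83% and 7.57% under every alternative set beforehand except the promoter(1k) class. The *SLC35E2* peak passed the filters, which cannot change its deposited fold. Where a value moved, the cause was not tested, except that narrower classes and fewer databases count fewer peaks by construction.

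With a −log10 q of at least 3, the mean length was 411 bp, the median 339 bp, the share from 200 to under 300 bp 35.8%, the promoter(1k) share of promoter peaks 31.1% (Monte Carlo test, p = 0.839), the antioxidant promoter share 6.67% (Fisher's exact test, p = 1) and the fold difference of mobile element peaks 0.605 (permutation test, p = 0.0168), the only change of direction that passed 0.05. With a fold of at least 4, introns held 47.0%, intergenic regions 38.6% and promoters 165 peaks of 148 genes, the promoter(1k) share was 32.7% (Monte Carlo test, p = 0.995), the promoter to intergenic fold difference -0.00428 (permutation test, p = 0.940), the mobile element difference 0.403 (p = 0.111) and the solute carrier promoter share 15.0% (Fisher's exact test, adjusted p = 0.254). Without the tenth of peaks with the highest background, the mean length was 372 bp, introns held 46.8%, intergenic regions 38.4%, and the promoter to intergenic difference was -0.0452 (permutation test, p = 0.877). With 1 peak per gene, the mean length was 374 bp, the median 303 bp, the share from 200 to under 300 bp 41.7% and the promoter to intergenic difference -0.127 (permutation test, p = 0.674). With the promoter(1k) class alone, 84 peaks of 83 genes made 2.42% of all, the promoter to intergenic difference was -0.0509 (permutation test, p = 0.834) and the solute carrier share 4.48% (Fisher's exact test, adjusted p = 0.753). A match in Swiss-Prot alone annotated 64.6% of peaks, and in Swiss-Prot or KEGG 76.3%.

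Chosen after seeing the data, the antioxidant list without carbohydrate and tyrosine sulfotransferases and ubiquinone oxidoreductases had a promoter share of 0% of 28 peaks. This holds by construction, since the genes left out hold all promoter peaks of the list. Also chosen after seeing the data, but before its own share was known, the tenth of peaks with the highest −log10 q had a promoter share of 6.32%. The settings of the solute carrier list were also added then, each with Fisher's exact test adjusted over the 10 lists: its share was 17.6% with a −log10 q of at least 3 (adjusted p = 0.0665), 16.4% with 1 peak per gene (0.150) and 15.4% without *SLC35E2* (0.199), and it passed 0.05 without the high background, by distance and by Swiss-Prot names. No paired analysis was possible because there was 1 ChIP and 1 input library. How depth limits the peaks was not tested.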

Differences from the paper's values

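At the *SLC35E2* promoter, the ChIP signal reaches a height of about 82 in Figure 4 of the paper, read by eye, whereas the deposited pileup at the summit is 45 fragments. The 4 alternatives set before the data were examined that apply to this peak only select peaks, so they leave the value at 45 by construction and say nothing about the difference. The unit of the axis in the figure is not given in the sources used here, so it was not established that both values are on 1 scale.

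The paper counts 219 peaks in promoters, and the deposited table holds 251 peaks in the 3 promoter classes, from 226 genes. The paper's own share of 7.24% of 3465 peaks is 251 peaks. The counts of peaks under the alternatives set before the data were examined were 177, 165, 221, 193, 84 and 242. The paper also uses its count for genes, and the counts of genes under the same alternatives were 160, 148, 200, 193, 83 and 218. None of these equals the paper's count, and the nearest is that of genes with promoters set by distance to the TSS. The share of peaks with an annotated gene was 88.9%, against the paper's 89.24%.

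The paper's text gives 5.96 and 5.75 Gb as raw data of the ChIP and input libraries. In its Table 1 these are the sums of the clean bases, and the raw bases add up to 6.36 and 6.27 Gb.

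The paper calls the phosphatidylinositol, cAMP and Peroxisome pathways significant for all peaks, and its methods ask for an adjusted p below 0.05. Adjusting the p values of its Supplementary Table S3 again by the Benjamini-Hochberg method over the 328 pathways of the copy used here gave 0.440, 0.440 and 0.999. For promoter peaks the adjusted value was 0.0172 for FoxO, below that threshold, and 0.437 for both mTOR and p53.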

Other observations

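The tests of background placement, of the step at 3 kb and of neighbouring peaks were chosen after the results were seen. Those of weak peaks and of a single cluster were also chosen after the data had been examined, but before their own results were seen.

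The solute carriers with promoter peaks move different things: sodium against calcium (NCX2), amino acids (LAT1), glycine (SLC6A5), inhibitory transmitters (VIAAT), peptides (SLC15A1) and nucleotide sugars (SLC35B4). What *SLC35E2* carries is not known. The SLC15A1-like gene had its peak 2737 bp upstream (3.74-fold), the SLC6A5-like gene 1759 bp upstream (3.46-fold) and the SLC35B4-like gene 2463 bp upstream (2.47-fold). Only *SLC35E2*, SLC25A3 and LAT1 had one within 1 kb. The ATM-like genes M.coruscus_chr9_0780 and M.coruscus_chr9_0782, which both match pig ATM, make up all of the p53 pathway genes and 2 of the 5 FoxO genes at promoters. Gene models with the same match that lie near each other can be parts of 1 gene, which was not tested. The numbers of the ATM-like genes are close but not consecutive. Some promoter peaks near histone genes on chromosome 5, picked after their values were seen, had low folds over high background: 1.61-fold and 3.73-fold for a histone H4 gene (M.coruscus_chr5_1641), 2.06-fold for another (M.coruscus_chr5_1637) and 2.66-fold for a histone H2A gene (M.coruscus_chr5_1646).

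Promoters held 7.24% of the peaks. If peaks fell without regard to genes, the expected share can be taken from the stretches within 3 kb upstream of the 39138 genes that the gene numbers imply. Counted as if none overlapped, they cover 6.90% of the length up to the last peak of each chromosome, inside the interval of the observed share. The gene positions were not used, and if every stretch were shared by 2 genes the figure would be 3.45%, so whether peaks favour promoters stays open. It was also tested whether weak peaks hide a preference. Among the tenth of peaks with the highest −log10 q the promoter share was 6.32%, against 7.35% of the others (Fisher's exact test, p = 0.585). No higher share was detected among these peaks, and the Wilson interval of their share was 4.21% to 9.39%. A share above 9.39% lies outside it, but a smaller rise over the others does not, so a weak preference stays open. A high −log10 q also need not mark strong binding: the peak with the highest background, 1053, has a −log10 q of 71.8. The drop in peak number beyond 3 kb upstream, seen in the counts per kilobase, starts where the promoter classes end: 100% of the 827 peaks more than 3 kb upstream are classed as intergenic. Since the promoter classes end at that distance, this holds by construction and leaves the origin of the drop open. The paper names Hommer as its annotation tool, but the rule by which the nearest gene was chosen is not given in the sources used here. No biological explanation of the share was tested, since there is no other condition.

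The 346 peaks over the highest background (above 10.8) had a median fold of 2.87, against 4.84 for the others. The background is what the fold is divided by, so a lower fold of these peaks is partly built in. Sequence present in more copies than the assembly holds would gather such peaks into groups. Of the high-background peaks, 54.6% had another peak within 10 kb, against 33.1% of the others (Fisher's exact test, p = 9.0e-15). Peaks of 1 group count each other as neighbours, so this p value treats dependent peaks as independent. Collapsed repeats would give such a difference, but open chromatin is not excluded. The high-background peaks lay on all 14 chromosomes, with at most 53 on any of them, so 1 cluster does not carry the background. The highest background, 1053, belongs to a peak on chromosome 1 from 2512771 to 2513127 with a pileup of 1712 and a fold of only 1.63.

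Peaks were not spread evenly over the chromosomes. After neighbours within 50 kb were merged, 2326 groups remained, and their numbers per chromosome differed from the lengths covered (Monte Carlo chi-square test, p = 1e-05, the smallest possible). The chromosome lengths were taken from the last peak.

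Near genes of mobile elements, the median fold was 4.43 over 52 peaks, against 4.68 for the 2978 other peaks with a named gene (permutation test, p = 0.336). The direction depended on the threshold: with a −log10 q of at least 3 the mobile element median was higher by 0.605 (permutation test, p = 0.0168), and with at least 4-fold enrichment by 0.403 (p = 0.111). Other leading peaks of the lists were near genes matching TRIM33 (12.3-fold), ABCG8 (8.87-fold), DNAJC27 (9.27-fold), CYP4F4 (6.45-fold) and an inhibitor of apoptosis (M.coruscus_chr5_1732, 5.53-fold). The CYP4F4 peak was not the highest of the cytochrome P450 list, which reached 11.9-fold.

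The paper's supplement lists qRT-PCR values of *SLC35E2*, 6 per group, and its methods give 3 individuals per group. The SD over the 6 values is therefore not a spread over 6 animals. The mean (SD) of these values is 1.06 (0.355) with PBS, 1.13 (0.242) with the Nrf2 activator SFN and 4.58 (1.98) with the inhibitor ML385. For the 3 values per group marked for the plot they are 1.35 (0.0521), 0.928 (0.0498) and 2.77 (0.101). For Nrf2 itself, the 6 values give 1.04 (0.307), 3.32 (0.881) and 0.345 (0.0697). These are the paper's values, and no test was run on them.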
